A study of Mus musculus with 56 samples. Its data were reported in "Cell of origin epigenetic priming determines susceptibility to Tet2 mutation" (2024).

How the data were processed

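Chromatin accessibility was measured by bulk ATAC-seq, in which a transposase cuts open DNA and inserts sequencing adapters, in 56 libraries of 1000 cells each. The cells were clones of mouse granulocyte-monocyte progenitors (GMP) held in an undifferentiated state by Hoxb8 fused to an oestrogen receptor domain, kept in 0.5 µM beta-estradiol. Each clone came from a mouse with floxed Tet2 and was divided into a Tet2 knockout (KO) line, which received Cre, and a control line, which received GFP, both from an integrase-deficient lentivirus at a multiplicity of 200. The libraries form 28 clone pairs. Of these, 24 clones (1 to 5, 7 to 18 and 23 to 29) were derived and grown in stem cell factor (SCF, 100 ng/ml) and 4 (19 to 22) in GM-CSF (10 ng/ml). The titles of 3 clones (20, 21 and 22) name SCF, while their treatment field, the design text and the library names give GM-CSF, so they were placed with GM-CSF. Each clone was taken as 1 replicate and the lines of a clone as a pair.

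The deposited matrix holds raw counts per peak and library, with no normalization by the authors. Per the labels, reads were aligned to mm10 with Bowtie2 and handled with SAMtools and Picard, whose versions are not given in the sources used here. The authors made the peak set, 297361 regions of 301 bp, from MACS2 summits of their single-cell ATAC-seq data plus non-overlapping ImmGen peaks. Whether fragments or insertions were counted, and whether duplicates were removed, is not given in the sources used here, so intervals and errors cover counting as deposited. Other assays of the study were not used here.

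Total counts per library ranged from 39379 to 1079233 (median 389432.5). They ranged from 102302 to 1042973 in SCF controls, from 130049 to 1079233 in SCF KO lines, from 88234 to 766838 in GM-CSF controls and from 39379 to 468878 in GM-CSF KO lines. Peaks were placed with the GENCODE vM21 basic annotation (GRCm38, the same assembly as mm10). The locus of a protein-coding gene was the sum of all peaks centred within 10 kb of its transcription start site (TSS), and 18691 of 21728 genes had such a peak, with a median of 6. Of these loci, 1454 shared all their peaks with another locus, so neighbouring genes can carry 1 signal. A locus reports accessibility, not transcription. Promoter peaks lie within 1 kb of the TSS of any transcript and made up 8.25% of peaks and 44.0% of counts.

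Peaks and loci were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 on the counts as deposited, with TMM scaling and filterByExpr (minimum count 10). KO was compared with control in SCF clones with the clone as a block. Control lines in GM-CSF were compared with control lines in SCF without a block, since no clone is in both. The KO effect in GM-CSF clones and its difference from that in SCF clones came from 1 fit of all 56 libraries with the clone as a block, so that the 4 GM-CSF pairs shared the spread of all. Benjamini-Hochberg adjusted p had to be at or under 0.01 for peaks, the limit the study used, and under 0.05 for loci. CPM are counts scaled to a common library total, and log2 CPM has a prior count of 2. Gene lists were tested with camera (limma 3.58.1) on log2 CPM of loci with a preset inter-gene correlation of 0.01, adjusted over 19 lists, and again with an estimated correlation. The lists hold markers of stem and early progenitor cells, neutrophils, monocytes and macrophages, dendritic cells, basophils with eosinophils and mast cells, erythroid cells with megakaryocytes, and lymphoid cells. Others hold genes of MHC class II, of the inflammatory NF-kB pathway, of the interferon response, of phagocyte effector functions, of the HoxA and HoxB clusters, of the immediate early AP-1 response, of DNA methylation, of the cell cycle, of glycolysis and of housekeeping. The last pair, which the study selected on these clones, holds loci it named as more open in clones that responded strongly, and in clones that responded weakly, to Tet2 loss.

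Motif deviations followed chromVAR in outline: the percent by which the counts in peaks holding a consensus motif exceeded those in background peaks matched on GC content and mean accessibility (20 by 20 bins, 50 draws), for 30 motifs. The perturbation score of a clone is the mean over 9296 loci of the product of its KO minus control log2 CPM differences between random, equal divisions of its counts, averaged over 10 divisions, which lowers the part of counting noise without removing it in shallow pairs. Sister similarity is the correlation across loci between the control and KO line of a clone, each centred within its group. These measures were tested by permutation, by exact enumeration where p is given as exact and with 100000 random draws elsewhere, and two-sided except where stated. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.

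The groups, the tests, the gene lists and the rule for named genes were fixed before the data were examined. The rule names, per comparison, Tet2, the 10 loci with the largest rise and the 10 with the largest fall among those past the threshold with at least median accessibility (and, for KO, the same direction in 75% of pairs). It adds up to 4 members of each list, 17 genes that the study's text discusses, and the 5 peaks with the smallest p in each direction. Some loci that the rule selects are not reported here. Motifs are named in the text after their values were seen. The share of counts on each chromosome was compared with its median over libraries, and the X chromosome parted the clones into 1 to 18 and 19 to 29 whatever their group. Values within SCF clones 1 to 18 and SCF clones 23 to 29 are therefore given beside pooled ones. GM-CSF clones all fall in the second set, so SCF clones 23 to 29 are their closest match.

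The fits were tested on simulated data. The same procedures were run on simulated counts, in which 200 loci were altered and the others held no difference. Whether these counts carry the full spread of the real libraries was not tested, so recovery in the real libraries may be lower. A 1.5-fold change was recovered at 88.1% of altered loci for KO in SCF clones, 34.3% for cytokine and 7.46% for KO in GM-CSF clones, and a 2-fold change at 93.9%, 83.3% and 43.9%. The smallest change simulated, which was under 1.5-fold, was recovered at 55.2%, 2.99% and 1.49%. Alternatives were DESeq2 1.42.0, other filters, windows and normalizations, fits without the block, leaving out shallow clones or single GM-CSF clones, and, chosen after the data were seen, among others clone sets, promoter share as a covariate, a GC content offset, thinning to equal depth and leaving out clone 13. The closing section gives their effect. No library was left out of the comparisons themselves.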

Results

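Accessible chromatin was profiled in 56 libraries from 28 clones of Hoxb8-immortalised mouse GMPs, each clone as a Tet2 KO line and a control line. There were 24 SCF clone pairs and 4 GM-CSF clone pairs. Total counts were below 50% of the median of 389432.5 in at least 1 library of 6 clones (3, 4, 13 and 27 in SCF, 19 and 20 in GM-CSF). Low depth may limit how small a change could be detected at single loci, but its part was not separated from that of clone number. The labels name the clones as separate lines, so p-values measure the spread between clones. Within groups, 564 pairs of libraries were compared by a chi-square test of their counts over loci, and all but 4 differed by more than sampling noise. The exceptions were KO lines 13 and 16 (chi-square per degree of freedom 0.991, p = 0.729 over 9365 loci), control lines 19 and 20 (p = 0.458), KO lines 19 and 20 (p = 0.562) and KO lines 19 and 22 (p = 0.223). No 2 columns were identical. After other SCF KO libraries were thinned to the totals of KO 13 and 16, 3 of 209 pairs also showed no difference, none with a ratio as low. At the totals of the other exceptions, thinned pairs often showed no difference either (90 of 376 for control lines 19 and 20, 237 of 377 for KO lines 19 and 20 and 81 of 230 for KO lines 19 and 22). Ratios as low as in the exception were found in 17 of 376, 60 of 377 and 58 of 230 thinned pairs. Clones 19 and 20 were the only clones without a detectable difference in both lines, and both were kept. The control lines of clones 13 and 16 did differ, and clone 13 was kept. Counting 13 and 16 once, by leaving out clone 13, gave 529 loci higher and 134 lower in KO lines of SCF clones, against 499 and 151 with it.

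The X chromosome separated the clones whatever their cytokine or genotype. Relative to its median over all libraries, the X share of counts was 1.02 ± 0.0248 (SD, n = 34, both lines) in SCF clones 1 to 18, 0.844 ± 0.0533 (n = 14) in SCF clones 23 to 29 and 0.799 ± 0.0433 (n = 8) in GM-CSF clones 19 to 22. No clone lay in the gap of 0.0933 between the sets, and the next largest gap between clones was 0.0341. At Xist, the RNA gene that silences 1 X chromosome in female cells (X, 103460366 to 103483254), SCF clones 1 to 18 had 28.9 CPM (counts scaled to equal library totals) over 5 peaks (397 counts, found in 34 of 34 libraries). SCF clones 23 to 29 had 4.38 (27 counts, 9 of 14 libraries) and GM-CSF clones 4.00 (10 counts, 3 of 8 libraries). Between SCF control lines of the sets, 12 of 9528 loci differed. Kdm6a (log2 -0.88 ± 0.13 SE), Kdm5c (-0.90 ± 0.16) and Zcchc13 on the X were lower in clones 23 to 29, as were Bzw1, Fgfbp3, Gm13283, Gm13271 and 1700037H04Rik. Dock9, the homeobox gene Hoxa9 (0.79 ± 0.18), the antiviral cytidine deaminase Apobec3 and Gm16253 were higher. Among autosomes, chromosome 1 took a larger share in both lines of clones 5 (1.20 and 1.18 times the median) and 13 (1.14 and 1.14) and, by less, of clone 16.

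**Figure D1:**
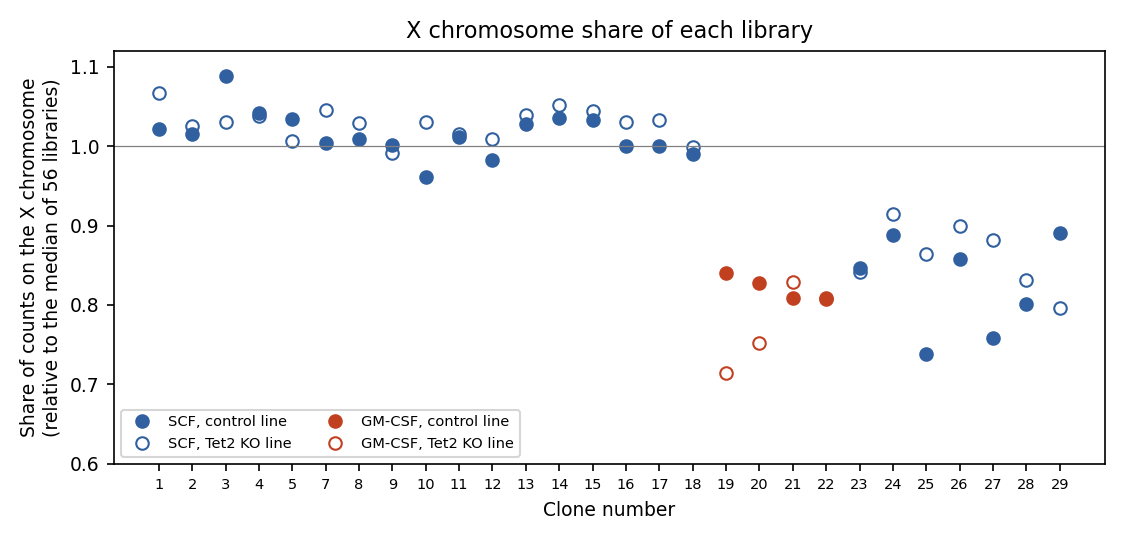
X chromosome share of counts per clone relative to the median of all libraries, with control lines filled and Tet2 KO lines open, SCF clones in blue and GM-CSF clones in red. SCF clones 1 to 18 lie between 0.961 and 1.09, and SCF clones 23 to 29 between 0.739 and 0.915.

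Tet2, the methylcytosine dioxygenase removed in the KO lines, did not differ detectably in accessibility over the gene (ENSMUSG00000040943.12, chromosome 3, 133463679 to 133545139). Peaks over the gene held 44.4 ± 12.9 CPM in SCF KO lines and 42.0 ± 13.4 in their controls (SD, n = 24), with 15 of 24 pairs higher in KO (sign-flip permutation p = 0.569). The values were 44.5 and 43.4 in clones 1 to 18 (p = 0.847, permutation) and 44.1 and 38.5 in clones 23 to 29 (exact p = 0.406, n = 7). GM-CSF KO lines held 44.0 ± 12.5 and controls 50.2 ± 6.01 (exact p = 0.75, n = 4, smallest possible 0.125). None of its 24 peaks lies on exon 3 (133485512 to 133488717), the floxed exon, so loss of that exon cannot be read from these counts. The peak nearest upstream lies at 133496961 to 133497261 and the peak nearest downstream at 133479118 to 133479418. The Tet2 locus did not pass the test (log2 0.03 ± 0.13, adjusted p = 0.926).

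The first question was what loss of Tet2 changed in GMP clones kept in SCF. In KO lines, accessibility rose at Pkn2, a protein kinase (ENSMUSG00000004591.16, chromosome 3, 142790902 to 142882004), from 190 ± 46.7 to 262 ± 61.7 CPM (SD, n = 24, log2 0.48 ± 0.06 SE), and was higher in 22 of 24 pairs (adjusted p = 8.87e-10). It also rose at Clic4 (0.43 ± 0.07), Wipi1, which acts in autophagy (0.42 ± 0.06), Bnip3, a hypoxia-induced receptor for mitophagy (0.41 ± 0.07), Gk, glycerol kinase (0.43 ± 0.08), Inpp5f (0.40 ± 0.07) and Ankrd50 (0.40 ± 0.07). Smchd1, a chromatin protein that keeps the inactive X silent, rose by 0.43 ± 0.09, and the neighbours Wdr64 and Chml by 0.41 and 0.40. Each of these was higher in 20 to 23 of 24 pairs. Accessibility fell at Efna2, an ephrin ligand (log2 -0.36 ± 0.09, lower in 20 pairs), at the neighbours Cdk12, a kinase of RNA polymerase II (-0.35 ± 0.08, 19 pairs), and Med1, a Mediator subunit (-0.32, 18 pairs), and at Galk1 (-0.34 ± 0.07). It also fell at Atp6v0c (-0.31) and Atp6v1g2 (-0.28), subunits of the vacuolar proton pump, at Amdhd2 beside Atp6v0c, at Sgf29 (-0.29), and at the neighbours Cox6a1, a subunit of cytochrome c oxidase (-0.29), and Gatc (-0.28). Several of these falls lost their call in an alternative. In a 1 kb window Med1 (-0.35 ± 0.12, adjusted p = 0.0659), Amdhd2 (-0.33 ± 0.12, 0.0843) and Sgf29 (-0.33 ± 0.12, 0.0773) were as large but had larger errors, while Galk1 (-0.25 ± 0.14, 0.303) and Atp6v0c (-0.19 ± 0.09, 0.183) were smaller. In a 50 kb window the fall at Efna2 was not seen (log2 0.07). In clones 1 to 18 alone, a smaller number of pairs, Cox6a1 (-0.28), Gatc (-0.27), Atp6v1g2 (-0.27) and Sgf29 (-0.35) changed about as much without passing. Sgf29 also did not pass with DESeq2, without the clone block (-0.27) or with a GC content offset (-0.21), nor Gatc with promoter share as a covariate (-0.27). In all, 499 loci were higher and 151 lower of 10408 (394 and 84 without the clone block). Changes were modest: Pkn2 was 0.52 higher in clones 1 to 18 and 0.37 ± 0.12 in clones 23 to 29. In clones 23 to 29 alone, a smaller number of pairs, Pkn2 did not pass (edgeR adjusted p = 0.151). The named rises all kept their direction there, but only Wdr64 and Chml passed (log2 0.53, adjusted p = 0.0357 for each).

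Of the genes the study discusses, F10, which encodes coagulation factor X, fell in SCF KO lines (log2 -0.35 ± 0.11, adjusted p = 0.0222, lower in 20 of 24 pairs), but did not pass with promoter share as a covariate (-0.34 ± 0.11, adjusted p = 0.0643) or in clones 1 to 18 alone (-0.39 ± 0.12, 0.0583), where the fold was about as large, nor with a GC content offset (-0.27 ± 0.11, 0.0990) or in several other alternatives. Sox4 (0.03, adjusted p = 0.857), Gata2 (-0.12, 0.424), Meis1 (-0.07, 0.745), Gfi1b (-0.08), Runx3 (0.14), Runx1 (-0.11), Timp2 (-0.01), Irf8 (-0.10), Klf4 (0.01), Mpo (-0.13), Cebpe (0.03), Csf1r (-0.20), C5ar1 (-0.05) and Zbtb16 (-0.18) did not pass.

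**Figure D2:**
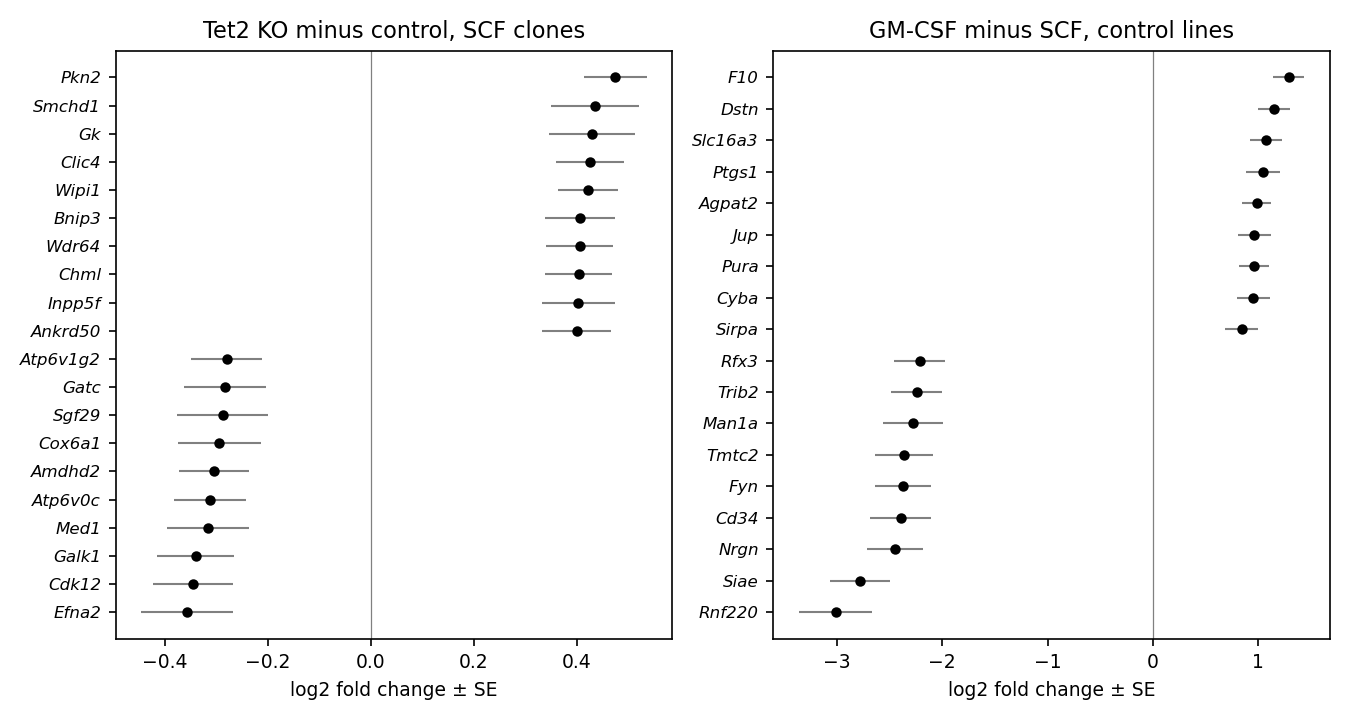
Log2 fold change ± SE at loci with the largest rises and falls among those past the threshold with at least median accessibility, on the left Tet2 KO minus control in 24 SCF pairs and on the right GM-CSF minus SCF control lines (4 and 24 libraries). KO changes run from -0.36 at Efna2 to 0.48 at Pkn2, and cytokine changes from -3.01 at Rnf220 to 1.29 at F10.

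No gene list passed camera for KO in SCF clones. Of 15 measured genes of the inflammatory NF-kB list, 14 had positive values and 1 rose, Relb, a subunit of NF-kB (log2 0.32 ± 0.06, adjusted p = 1.12e-04, with 1 adjusted over the list alone, list adjusted p = 0.150). Of 19 glycolysis genes, the hypoxia factor Hif1a (0.29 ± 0.08) and the glucose transporter Slc2a1 (0.25 ± 0.07) rose, and adjusted over the list alone 8 rose, among them Pkm (0.18) and Pgk1 (0.24), and 1 fell (list adjusted p = 0.115, and 0.127 with an estimated correlation). Of 16 monocyte and macrophage genes, 13 had negative values and none passed (list adjusted p = 0.150). Of 14 neutrophil genes, Cebpa, the regulator of granulocyte fate, rose (0.20 ± 0.06) and Lrg1 fell (-0.47 ± 0.14, 1 and 1 adjusted over the list alone, list adjusted p = 0.498). Mbd4 rose among 11 DNA methylation genes (0.22 ± 0.07, 1 adjusted over the list alone, list adjusted p = 0.786) and Ccne1, cyclin E1, among 21 cell cycle genes (0.25 ± 0.07, 1 adjusted over the list alone, list adjusted p = 0.887). Among 14 housekeeping genes Ywhaz rose (0.24 ± 0.05, 4 rose and 1 fell adjusted over the list alone, list adjusted p = 0.748, upward by camera and by the mean, while the median was -0.02). All 6 measured HoxA and HoxB genes had negative values, and adjusted over the list alone Hoxb7 fell (-0.44 ± 0.15, list adjusted p = 0.325). No member passed among 24 stem and early progenitor, 9 dendritic cell, 7 MHC class II, 4 basophil and mast cell, 10 erythroid and megakaryocyte, 8 lymphoid, 11 interferon response, 12 phagocyte effector and 20 immediate early genes, nor adjusted over the list alone. In the lists the study selected on these clones, which are not independent evidence, 0 of 5 loci of strongly responding clones changed (list adjusted p = 0.991) and F10 fell among 2 loci of weakly responding clones (list adjusted p = 0.498, 1 adjusted over the list alone).

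Counts of KO changes moved with the scaling and the clones. DESeq2 called 322 loci higher and 28 lower, upper-quartile scaling 331 and 256, and promoter share as a covariate 254 and 44. SCF clones 1 to 18 alone gave 218 and 42, and SCF clones 23 to 29 alone 12 and 0. The 195 loci called higher in clones 1 to 18 that were measured in clones 23 to 29 had a mean change of 0.29 ± 0.21 there (SD, n = 7, 6 of 7 pairs above 0, exact p = 0.0469), and the 35 called lower -0.17 ± 0.11 (6 of 7 below 0, exact p = 0.0313, smallest possible 0.0156).

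At single peaks, most changes in SCF clones on loss of Tet2 were rises. The count filter kept mainly promoter peaks and left most other peaks untested, so these calls cannot show how changes are divided between promoters and distal peaks. The smallest p were at promoter peaks of Pkn2 (chromosome 3, 142882017 to 142882317, log2 0.46 ± 0.07, higher in 21 of 24 pairs) and Wipi1 (chromosome 11, 109611452 to 109611752, 0.44 ± 0.06, 22 of 24), followed by those of Clic4 (0.44), Fzr1, an activator of the anaphase-promoting complex (0.40), and Add3 (0.36). Peaks fell at the promoter of Tbc1d15 (chromosome 10, 115251364 to 115251664, -0.54 ± 0.11, lower in 20 of 24), in an untranslated exon of Lars2 (-0.26), and at the promoters of Uqcc1 (-0.43), Cct5 (-0.40) and Bfar (-0.49). In all, 174 of 7871 peaks were higher and 22 lower in KO lines, and 163 of the 174 (93.7%) and 18 of the 22 (81.8%) lay within 1 kb of a TSS, against 80.5% of tested peaks. Rises were thus at promoters more often than tested peaks were, and falls about as often. Without the clone block 52 and 6 passed, DESeq2 gave 126 and 1, clones 1 to 18 alone gave 65 and 4, and clones 23 to 29 alone gave 0 by edgeR (645 at unadjusted p under 0.05; DESeq2 was not run on these alone). With promoter share as a covariate 63 and 6 passed, and of the 5 named falls only that at Tbc1d15. Promoter peaks held 44.8 ± 5.26% of counts in KO lines and 43.1 ± 4.11% in controls (SD, n = 24), a difference of 1.74 with 16 of 24 pairs higher (permutation p = 0.166). It was 0.906 in clones 1 to 18 (p = 0.523, permutation), 3.76 in clones 23 to 29 (exact p = 0.219, n = 7) and -1.05 in GM-CSF clones (exact p = 0.625, n = 4).

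Binding motifs moved in both directions with loss of Tet2. Relative to matched background peaks, deviations rose for RUNX motifs by 1.41% (SD 1.41, higher in 19 of 24 pairs, adjusted p = 6.0e-04), KLF by 2.28% (21 of 24), GATA by 0.85% (18 of 24, adjusted p = 0.00222), HLF and NFIL3 by 3.63%, NFY by 2.50% and BCL11A by 0.81%. They fell for STAT motifs, through which cytokine receptors act (-1.14%, higher in 5 of 24 pairs, adjusted p = 0.00126), CRE (-2.53%, higher in 4), ETS (-3.35%, higher in 4), NRF1 (-4.32%), YY1 (-3.03%), CTCF (-2.10%) and the E-box bound by MYC (-0.95%). These 13 of 30 motifs passed. Most of these values depended on the background. Without it 8 of the 13 changed sign, among them GATA (-2.11%), RUNX (-1.80%), CRE (1.28%) and YY1 (1.97%), none passed as higher, and STAT and CTCF alone of the 13 still passed. In distal peaks alone 5 motifs passed, with RUNX at 1.81%, GATA at 0.93% and STAT at -1.59% (higher in 2 of 24 pairs), while NRF1 and YY1 changed sign. In clones 1 to 18 the number was 13 and in clones 23 to 29 it was 0 by exact sign-flip test, whose smallest possible p is 0.0156.

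**Figure D3:**
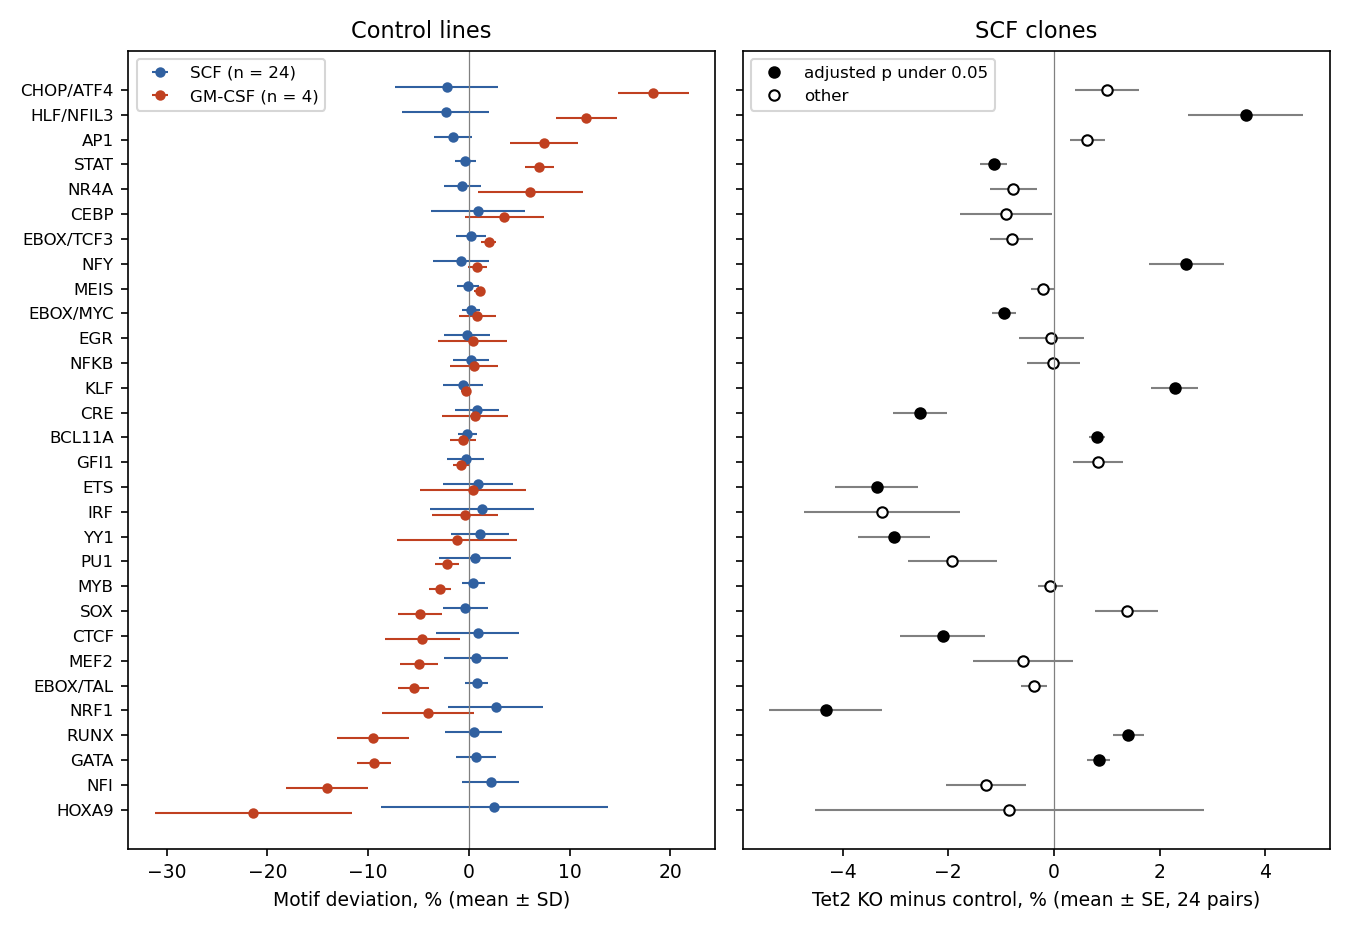
Motif deviations, on the left mean ± SD in SCF (24) and GM-CSF (4) control lines and on the right mean ± SE of KO minus control over 24 SCF pairs, filled where adjusted p was under 0.05. On the right, values run from -4.32% for NRF1 to 3.63% for HLF and NFIL3.

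The second question was how GMP clones derived in GM-CSF differ from those derived in SCF while Tet2 is intact. In GM-CSF control lines, loci of stem and early progenitor genes were far less accessible. Sox4, a progenitor transcription factor (ENSMUSG00000076431.4, chromosome 13, 28948919 to 28953713), held 39.2 ± 17.5 CPM in GM-CSF (SD, n = 4) and 143 ± 26.2 in SCF (n = 24, log2 -2.10 ± 0.20 SE), and Cd34, the progenitor surface marker, 19.3 ± 9.18 and 84.1 ± 28.2 (-2.39 ± 0.29). Of 25 measured genes of this list 15 fell and 0 rose (18 and 3 adjusted over the list alone, list adjusted p = 4.06e-07, and adjusted p = 0.00515 with an estimated correlation), with Hlf at -2.61 ± 0.31 and Gata2 at -1.64 ± 0.21. In the opposite direction, 9 of 22 neutrophil genes rose and 3 fell (11 and 4 adjusted over the list alone, list adjusted p = 0.00902, but adjusted p = 0.0599 with an estimated correlation, and the sign turned with a 1 kb window). S100a8 rose by 2.09 ± 0.22 and S100a9 by 2.31 ± 0.31, both alarmins of neutrophils, as did the granule gene Ngp (1.37) and Ms4a3 (1.16), while Mpo, myeloperoxidase, fell (53.6 ± 15.9 against 95.6 ± 26.1 CPM). Of 15 phagocyte effector genes 8 rose and 0 fell (9 and 1 adjusted over the list alone, list adjusted p = 0.00291, but adjusted p = 0.0599 with an estimated correlation), among them the NADPH oxidase subunits Cyba (0.95 ± 0.16) and Ncf4 (0.57) and the Fc receptor Fcgr3 (0.71). Of 19 glycolysis genes 7 rose and 0 fell (10 and 0 adjusted over the list alone, list adjusted p = 9.02e-04, and adjusted p = 0.00385 with an estimated correlation), led by the lactate transporter Slc16a3 (1.07 ± 0.15), Eno1 (0.64), Hif1a (0.55) and Ldha (0.55).

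Monocyte genes split in GM-CSF control lines: of 25, 4 rose and 3 fell (4 and 3 adjusted over the list alone, list adjusted p = 0.904). Ly6c2 (1.74) and Spi1, which encodes PU.1 (0.60), rose, and Klf4 (-1.11 ± 0.22) and Ccr2 (-1.49) fell. Markers of other lineages were lower where they passed. Cpa3, a mast cell protease (-4.47 ± 0.55), and Mcpt8 (-0.90) fell among 5 basophil and mast cell genes (3 adjusted over the list alone, list adjusted p = 0.193), Ebf1 (-1.51), Dntt (-1.64) and Pax5 (-0.83) among 15 lymphoid genes (3 adjusted over the list alone, list adjusted p = 0.177), and Itga2b (-1.38) among 12 erythroid and megakaryocyte genes (1 adjusted over the list alone, list adjusted p = 0.354). Flt3 (-0.81), Tcf4 (-0.69) and Ccr9 (-1.64) fell among 12 dendritic cell genes (4 fell and 1 rose adjusted over the list alone, list adjusted p = 0.904). The DNA methyltransferases Dnmt3a (-0.70) and Dnmt1 (-0.57) fell among 12 DNA methylation genes (2 adjusted over the list alone, list adjusted p = 0.453), and Mycn (-1.41), Ccnd1 (-0.80) and Ccnd3 (-0.42) among 22 cell cycle genes (3 adjusted over the list alone, list adjusted p = 0.253). Of 17 HoxA and HoxB genes 2 rose, among them Hoxa2 (0.98) (2 adjusted over the list alone, list adjusted p = 0.238, upward by camera although mean and median were negative). Of 19 inflammatory NF-kB genes, 3 rose, among them Nlrp3 (0.63) and Tnf (0.49), and Ccl3 (-0.69) and Il10 (-0.77) fell (4 and 2 adjusted over the list alone, list adjusted p = 0.354). Of 13 interferon response genes 1 fell (0 adjusted over the list alone, list adjusted p = 0.253), and Jund (-0.38) fell among 20 immediate early genes (0 adjusted over the list alone, list adjusted p = 0.502). None of 10 MHC class II genes passed (0 adjusted over the list alone, list adjusted p = 0.969, downward by camera although mean and median were positive). Gusb (0.72), Gapdh (0.39) and Ywhaz (0.35) rose among 14 housekeeping genes (3 rose and 1 fell adjusted over the list alone, list adjusted p = 0.536, upward by camera although mean and median were negative). In the lists the study selected on these clones, which are not independent evidence, Sox4, Gata2, Meis1 (-2.10 ± 0.29) and Runx3 (-0.72 ± 0.17) fell among 5 loci of strongly responding clones (4 adjusted over the list alone, list adjusted p = 1.20e-06, and 9.24e-04 with an estimated correlation). S100a8 and F10 rose among 3 loci of weakly responding clones (2 adjusted over the list alone, list adjusted p = 6.39e-04, and 0.00515 with an estimated correlation).

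Across all loci, 743 were higher and 855 lower of 12895 in GM-CSF than in SCF control lines. At loci with at least median accessibility, the largest rises included those at F10 (log2 1.29 ± 0.15, 186 ± 51.2 against 64.4 ± 17.1 CPM), Dstn, an actin-severing protein (1.15 ± 0.15), Slc16a3, Ptgs1, cyclooxygenase 1 (1.04 ± 0.16), Agpat2 (0.98), Jup (0.96), Pura (0.96), Cyba and Sirpa, an inhibitory receptor of myeloid cells (0.84 ± 0.16). Among the largest falls were those at Rnf220 (-3.01 ± 0.35), the neighbours Siae (-2.78) and Nrgn (-2.45), Cd34, the kinase gene Fyn (-2.37), Tmtc2 (-2.36), Man1a (-2.27), Trib2 (-2.24) and Rfx3 (-2.21). Runx1 (-0.63 ± 0.19) and Zbtb16 (-1.43 ± 0.29) also fell, while Tet2 (0.22), Gfi1b (-0.07), Timp2 (0.21), Irf8 (-0.57, adjusted p = 0.115), Cebpe (-0.10), Csf1r (-0.41), C5ar1 (0.45, adjusted p = 0.0967) and Il6 (-0.20) did not pass. Against SCF clones 23 to 29 alone, the set that GM-CSF clones share by their X chromosome, 498 loci were higher and 636 lower, 1027 of them among the loci called against all SCF clones, with Sox4 at -2.05 and F10 at 1.37. In KO lines the same contrast gave 507 and 644 loci, 709 of them shared with control lines. In control lines the number fell most without clone 22, to 293 loci higher and 339 lower, and less without clone 21, to 469 and 590. These are the deepest GM-CSF control libraries (766838 and 543364 counts). Without clone 22, 1596 of the 1598 loci called with it kept their direction. The part of depth in the fall was not separated from that of the clone.

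Among single peaks, 643 were higher and 1296 lower of 13171 in GM-CSF than in SCF control lines (421 and 814 against clones 23 to 29, 408 and 834 against clones 1 to 18). Of the 643, 298 (46.3%) lay within 1 kb of a TSS, and of the 1296, 325 (25.1%), against 66.5% of tested peaks. The smallest p among higher peaks was near Sept5 (chromosome 16, 18655368 to 18655668, log2 4.07 ± 0.40), with others near Noct (2.43) and in introns of Adssl1 (1.60), Fam222b (2.81) and Hivep3 (4.21). Among lower peaks it was near Aff3 (chromosome 1, 38694156 to 38694456, -4.57 ± 0.44). Others were near Cbfa2t3, a corepressor of blood progenitors (-3.32), in an intron of Tox2 (-4.76) and at the promoter of Sox4 (chromosome 13, 28953608 to 28953908, -4.04 ± 0.42). A further lower peak (-5.01) was intergenic, 345675 bp from the nearest TSS, that of Mctp2. Leaving out clone 22 left 860 peaks.

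Motifs differed in both directions between GM-CSF and SCF control lines. By exact permutation test, 15 of 30 motifs passed, 5 higher and 10 lower. Deviations were -23.9% for HOXA9 motifs, -10.2% for GATA and -10.0% for RUNX, and lower also for NFI (-16.3), NRF1 (-6.75), the E-box bound by TAL1 (-6.26), MEF2 (-5.67), CTCF (-5.49), SOX (-4.48) and MYB (-3.31). Motifs of CHOP and ATF4 were higher by 20.5%, HLF and NFIL3 by 14.0%, AP-1 by 9.05%, STAT by 7.34% and NR4A by 6.76%. CEBP motifs did not pass (2.58%, adjusted p = 0.421). Without background matching the TAL1 E-box (-2.64%), SOX (-2.50%) and CTCF (-5.64%) did not pass, and in distal peaks alone MEF2 (-2.48%) and CTCF (-5.14%) did not and NRF1 turned to 1.80%. Against SCF clones 23 to 29 alone 11 motifs passed, with GATA at -10.6%, RUNX at -11.8%, STAT at 7.82% and CHOP and ATF4 at 24.9%, and NRF1 (-7.49%), MEF2 (-5.95%), SOX (-3.98%) and CTCF (-3.63%) did not.

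The third question was whether loss of Tet2 acts in GM-CSF clones as in SCF clones. In GM-CSF clones 1 peak passed, over the untranslated first exon and promoter of Pknox1, a homeobox partner of HOX proteins (chromosome 17, 31564683 to 31564983). It held 310 ± 63.3 CPM in KO lines and 172 ± 82.0 in controls (SD, n = 4), a log2 change of 1.06 ± 0.21 (edgeR adjusted p = 0.00789, higher in 4 of 4 pairs), and was called without clone 19 but not without clone 20, 21 or 22. No locus passed by edgeR (0 of 13112, 708 at unadjusted p under 0.05, and 619 without the clone block with 0 past the threshold; DESeq2 was not run on this contrast). Fitted alone, the 8 GM-CSF libraries gave Pknox1 (0.90 ± 0.19, adjusted p = 0.0330) and the neighbours Kdm1b, a histone demethylase, and Tpmt (0.74 ± 0.16), all higher. Tests of 19 lists gave no call (smallest adjusted p 0.556). Camera and the mean differed in sign for MHC class II, immediate early, glycolysis and DNA methylation genes there, and the median differed from the mean for DNA methylation genes and for loci of strongly responding clones. Sox4, Gata2, S100a8 and F10 did not pass. For the difference between the KO effects, 0 of 13112 loci passed by edgeR (565 at unadjusted p under 0.05) and 0 by DESeq2 (379), while 33.3% of simulated 2-fold differences and 2.99% of 1.5-fold ones were recovered by edgeR. No motif differed after adjustment (smallest adjusted p 0.107). Loci called higher in SCF KO lines had a mean change of 0.06 ± 0.24 in GM-CSF clones (433 loci, SD, n = 4, 3 of 4 pairs above 0, exact p = 0.625) and those called lower -0.28 ± 0.24 (126 loci, 4 of 4 below 0, exact p = 0.125, the smallest possible).

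The loci that part GM-CSF from SCF clones were also followed in the SCF pairs on loss of Tet2, with the calls made in 1 part of the SCF controls and the change measured in the other. Loci lower in GM-CSF were, on average, slightly more accessible in KO lines (mean log2 change 0.0233 ± 0.0391, SD, n = 24, above 0 in 16 pairs, permutation p = 0.00796). By part, this change was 0.0148 with calls from odd clones (n = 11, exact permutation p = 0.123) and 0.0306 with calls from even clones (n = 13, permutation p = 0.0343). Loci higher in GM-CSF had a mean change of -0.02 ± 0.05 (below 0 in 16 pairs, p = 0.0689), and of -0.00953 once the promoter share difference was removed (below 0 in 13 pairs, permutation p = 0.213). The difference between the groups of loci was -0.0448 ± 0.0510 (below 0 in 20 of 24 pairs, permutation p = 4.5e-04). The planned odd and even parts were not tested against each other. With calls from odd clones the difference was -0.0628 (n = 11 even clones, exact permutation p = 9.77e-04, loci higher in GM-CSF -0.0480). With calls from even clones it was -0.0296 (n = 13 odd clones, permutation p = 0.0937, loci higher in GM-CSF 9.54e-04). The difference was -0.0429 in clones 1 to 18 (permutation p = 0.00367, n = 17) and -0.0496 in clones 23 to 29 (exact p = 0.0938, n = 7).

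A further question was whether a clone keeps its own chromatin state after Tet2 is lost. Control and KO lines of the same SCF clone resembled each other more than lines of different clones. The mean correlation across 9296 loci, which are not independent replicates, was 0.0700 ± 0.0463 (SD, n = 24 clones) within clones and -0.00194 between clones (one-sided permutation p = 1e-05, the smallest possible). With libraries thinned to 1 total count it was 0.0233 within clones. It ranged from -0.0122 in clone 14 to 0.191 in clone 24, and the own sister was the closest KO line for 8 of 24 clones. It was 0.0645 among clones 1 to 18 (one-sided permutation p = 1e-05) and 0.0618 among clones 23 to 29 (p = 0.001, one-sided permutation).

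The size of the chromatin difference between the KO and control line of a clone was compared between cytokines by the perturbation score. Each line had 1 library, so differences between libraries that do not come from loss of Tet2 also enter the score. Their part was not separated. The mean score was 0.0659 ± 0.0886 in 4 GM-CSF clones and 0.0305 ± 0.0213 in 24 SCF clones (SD, difference 0.0354, exact p = 0.103). Clone 20 (0.198) decided its sign, since the other GM-CSF clones scored 0.00685 to 0.0309, and without clone 22 the difference passed. Simulated pairs without any change gave a mean score of 0.0231 at the depth of the GM-CSF clones and 0.000898 at that of the SCF clones. Clone 19 scored 0.0309, below the 0.0489 of its simulated pair, and clone 20 scored 0.198 against 0.0443. Against clones 23 to 29 (0.0405 ± 0.0250, n = 7) the difference between cytokines was 0.0254 (exact p = 0.597), and clones 1 to 18 had 0.0264 ± 0.0189. Within SCF clones, the score rose with the absolute difference in promoter share between the lines (r = 0.749, permutation p = 9.0e-05, and rho = 0.602, p = 0.00238, n = 24, and r = 0.619 without the 2 clones farthest from the median difference). The r was 0.683 in clones 1 to 18 (permutation p = 0.00276, n = 17) and 0.845 in clones 23 to 29 (exact p = 0.0208, n = 7). A difference in promoter share between the lines enters the score by its definition, so this relation is in part built in. Of 24 relations of the score with control accessibility at the lists and at Sox4, Gata2, Meis1, Gfi1b and Runx3, 0 passed by permutation test (smallest adjusted p 0.257). The study describes some clones, such as 12 and 26, as strongly perturbed by functional assays, a measure unlike the chromatin score. From joint single-cell RNA and ATAC profiles, it also reports that these clones shifted markedly on loss of Tet2, relative to others it profiled. Those profiles were not used here. By the chromatin score, clones 12 and 26 ranked 7 and 11 of 24. By locus, the sum of peaks within 10 kb of the TSS, their control lines ranked 1 and 5 at Sox4, 8 and 12 at Meis1 and 19 and 9 at Runx3. Only clone 12 at Sox4 lay more than 1 SD from the mean of SCF control lines. The study read these genes at the proximal promoter, which was not ranked here.

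**Figure D4:**
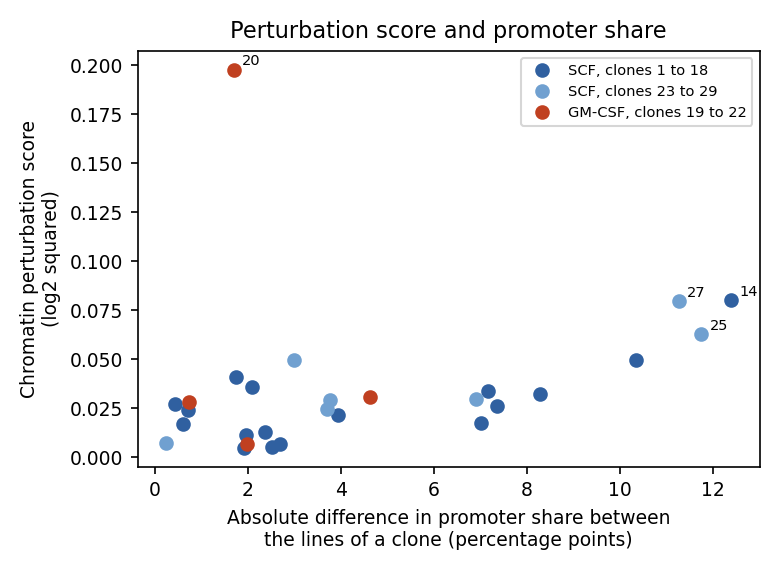
Chromatin perturbation score of each clone pair against the absolute difference in promoter share (percentage points) between its KO and control line, for SCF and GM-CSF clones. The score of GM-CSF clone 20 is 0.198 and that of the other GM-CSF clones at most 0.0309.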

Values the study reported

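The study reported that Tet2 was deleted in the KO lines with a mean of 97% by quantitative PCR. It described 24 pairs of clones grown in SCF and 4 in GM-CSF. In primary GMPs profiled by single-cell ATAC-seq, it reported 2,485 peaks that gained and 2,621 that lost accessibility on loss of Tet2, at an FDR of at most 0.01.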

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

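Of the tests in this part, that of Xist, the comparisons by clone set, the GC content offset, the thinning to equal depth and that of the shallow clones 19 and 20 were chosen only after the results they bear on were seen.

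In 1 of the 44 groups of 4 GM-CSF values reported here, 1 sample lay far from the others, which chance gives in about 5% of groups. The perturbation score of GM-CSF clone 20 was 0.198 against 0.00685 to 0.0309 in the other GM-CSF clones.

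The X chromosome share was lower in clones 19 to 29 than in clones 1 to 18. A lower promoter share of counts is not its whole cause, since the set term was 0.186 ± 0.00901 (SE) with promoter share in the model, although the X share of libraries followed promoter share within clones 19 to 29 (r = 0.882, n = 22). A candidate explanation is a second, inactive X chromosome in clones 1 to 18 alone. Loci of the genes Kdm6a, Kdm5c, Eif2s3x, Ddx3x, Pbdc1 and Utp14a, which escape X inactivation, had a mean log2 ratio of -0.681 between the sets, against a median of -0.04 at 164 other X loci (one-sided permutation p = 1e-05, the smallest possible), and Xist was 6.61 times higher in SCF clones 1 to 18 than in SCF clones 23 to 29. How it arose was not tested. The series text derives the clones from a single mouse, which goes against donors of different sex and leaves open an X chromosome lost in some cells. The study also reports using lines from mice of both sexes, so donors stay open too, and the Y chromosome was not analysed here.

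More loci were higher than lower in KO lines of SCF clones. A difference in signal over background would shift promoters against other peaks, but in 1 kb windows, which hold promoters alone, 3.03 times as many loci were higher as lower. Nor did the excess of rises go away with a GC content offset (ratio 11.7) or with both lines thinned to the same total (3.40). What stays open is the scaling, because upper-quartile scaling gave 331 higher and 256 lower. The tests of promoters, GC content and depth were not repeated with it. The balance may therefore in part be set by how libraries were scaled, and these tests cannot decide that part. Loss of Tet2 remains the explanation that the design names, and chance was excluded for the count itself: of 100 random exchanges of lines within clones, the real one included, only 1 gave as many (650 loci real and 179 at most otherwise), and for peaks 1 of 100 (196 and 1). Every KO line received Cre and every control line GFP, so the exchanges cannot tell loss of Tet2 from the vector given.

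Many loci differed between GM-CSF and SCF control lines, while GM-CSF clones belong to 1 clone set and include shallow libraries. The clone set is not the cause of the whole, since over called autosomal loci the mean change against SCF clones 23 to 29 was 103% of that against clones 1 to 18. Depth is not the cause either. Loci were called in clones 21 and 22 against 1 part of the SCF controls, and at 87.0% of the calls (2176 of 2500, both parts in turn) the shallow clones 19 and 20 differed in the called direction from the other part, against 49.9% on average, and 52.7% at most, in counts drawn without a difference. Chance was excluded, with 1 of 100 splits of the libraries, the real one, reaching the count for loci (1598 real, 396 at most otherwise) and 1 of 100 for peaks (1939 and 337). The cytokine may be the source, but clones were derived as well as grown in it, so selection of cells at derivation stays open, and was not tested.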

How the results depend on the processing

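Alternatives by clone set, promoter share, GC content, autosomes, thinning of both lines for KO calls, clone 13, clones with a shifted autosome, clones 19 and 20 together, distal peaks for loci and for cytokine motifs, a total of 100 counts, and the difference between cytokines without the clone block were chosen only after the results were seen. Of 1921 alternative values of named loci, peaks, motifs and lists, 1777 kept their side of the threshold, 126 kept direction but no longer passed, 5 newly passed and 13 reversed. For KO peaks, no filter and a filter at a total of 10 counts were not run, and a total of 100 counts gave 255. Where no reason is given the cause was not tested.

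KO peaks in SCF clones (196) became 58 without the clone block, 127 with DESeq2, 415 at an adjusted p limit of 0.05, 69 in clones 1 to 18 and 0 in clones 23 to 29 (fewer clones), 69 with promoter share as a covariate and 101 when thinned (fewer counts). KO loci (650 of 10408 tested) became 350 with DESeq2 and 298 with promoter share. Clones 1 to 18 gave 260 and clones 23 to 29 gave 12. Fewer loci were tested in 1 kb windows (419 of 6901 passed) and from peaks over 1 kb from a TSS (39 of 2031). Without clone 13 the counts were 217 and 663. Efna2 turned to 0.0668 with a 50 kb window.

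Cytokine peaks (1939) ranged from 860 to 2080 and loci (1598) from 632 to 1539 on leaving out 1 GM-CSF clone, lowest without clone 22. Against SCF clones 23 to 29 there were 1235 peaks and against clones 1 to 18 there were 1242, and KO lines against clones 23 to 29 gave 908 loci. In GM-CSF clones, KO loci numbered 3 with the 8 GM-CSF libraries alone, and KO peaks 0 to 1 on leaving out 1 clone. Of gene lists, 3 passed for the cytokine in 1 kb windows, where the neutrophil list reversed (adjusted p = 0.413), and 2 passed for KO with promoter share as a covariate, glycolysis (0.0465) and inflammatory NF-kB (0.0352).

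KO motifs past the threshold (13) were 4 without background, 2 of them among the 13. There GATA (-2.11%), RUNX (-1.80%), BCL11A (-0.716%), ETS (0.382%), CRE (1.28%), NRF1 (0.340%), YY1 (1.97%) and the MYC E-box (0.727%) reversed. In distal peaks 5 passed, and NRF1 (2.27%) and YY1 (1.85%) reversed for KO and NRF1 (1.80%) for the cytokine. In clones 23 to 29, 0 passed. The difference in perturbation score between cytokines (0.0354) ranged from -0.00854 to 0.0551 on leaving out 1 GM-CSF clone, was -0.0130 without clones 19 and 20, and was -0.382 by Euclidean distance on thinned libraries. Among loci higher in GM-CSF, the KO change passed at -0.0250 and -0.0247 with some other divisions of the clones. With the remaining divisions (-0.0234, -0.0224 and -0.0261) it did not pass. It passed at -0.0249 with calls against clones 23 to 29, but was -0.00953 with the promoter share difference removed. In clones 23 to 29 alone, it no longer passed for loci lower in GM-CSF (0.0155) or for the difference (-0.0496).

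Detection limits bear on what is absent above, and the parts of depth and of clone number in them were not separated. With KO in GM-CSF clones 43.9% of simulated 2-fold changes were recovered, against 93.9% in SCF clones, and 33.3% for the difference between cytokines. The KO changes named at loci in SCF clones were well below 2-fold. Of the smallest changes simulated, 55.2% were recovered for KO in SCF clones, 1.49% for KO in GM-CSF clones and 0% for the difference. Changes as small as those in SCF clones could thus hardly be detected in these last tests, so their lack of calls does not show that such changes are absent. Too few exchanges exist to test chance for KO in GM-CSF clones: of 8, the real one included, 8 gave as many loci (0 real, 2 at most otherwise) and 2 as many peaks (1 real, 2 at most otherwise). For the difference between cytokines the real count was 0 loci, which all 50 of 50 exchanges reach (1 at most otherwise), so this says nothing about chance.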

Other observations

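All tests in this part were chosen before their results were seen.

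HoxA and HoxB loci did not pass as a list after loss of Tet2 in either cytokine, and neighbouring loci of a cluster share peaks. All 6 measured genes had negative values in SCF KO lines (median log2 -0.21, list adjusted p = 0.325), led by Hoxb7 (-0.44 ± 0.15) and Hoxa3 (-0.27 ± 0.12). In GM-CSF KO lines 17 of 18 had negative values (median -0.42, list adjusted p = 0.994), led by Hoxa9 (-0.71 ± 0.39) and Hoxa3 (-0.66 ± 0.38), and 0 passed by edgeR. Phagocyte effector loci had negative values at 10 of 12 genes in SCF KO lines (median -0.07, list adjusted p = 0.498), with Cyba at -0.18 ± 0.10 and Fcgr3 at -0.18 ± 0.11, and again none passed. In GM-CSF KO lines 8 of 15 had positive values (median 0.02, list adjusted p = 0.556). Interferon response loci had negative values at 9 of 11 genes in SCF KO lines, with Ifit2 at -0.38 ± 0.14 (list adjusted p = 0.498), and none passed. In GM-CSF KO lines 8 of 13 had negative values (median -0.16, list adjusted p = 0.603).

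Chromosome 16 took 1.09 times its median share of counts in the control line of SCF clone 27 and 0.996 times in its KO line, the only autosome past the 8% limit in 1 line of a clone and not in the other.

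The Hoxb8 transgene might add counts to peaks over the exons of Hoxb8, in proportion to its copies in a clone. Control and KO lines of a clone would then resemble each other there. The correlation between the lines of a clone was 0.0816 (rho 0.143, one-sided permutation p = 0.350), within the range of random pairings, over 146 counts in all, so copy number was not seen in these peaks.

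At the adjusted p limit the study used, 174 peaks were higher and 22 lower in KO lines of SCF clones. Both are lower than the counts quoted from the study above, which came from single-cell profiles of primary GMPs.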
